A study of Rattus norvegicus with 2 samples. Its data were reported in "DNA Methylation Aberrations in Dimethylarsinic Acid-Induced Bladder Carcinogenesis" (2023).

How the data were processed

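RNA from urinary bladders of male F344 rats was analysed on 2 arrays, a Control array (pool of 5 bladders, labelled as epithelium) and a DMA-tumor array (pool of 6 carcinomas, per the series design; the methods of the study speak of fewer tumors and of bladder tissue for the controls). Per the labels, total RNA was extracted with TRIzol, amplified and labelled with biotin using a whole-transcript kit, and the submitters' processing notes name RMA and Affymetrix Expression Console 1.4.1. The methods of the study name a different, 3'-based rat array, a global median normalization and the removal of low signals. The probe sets in the table are transcript clusters, which that array does not carry, signals under 100 are present, and the column medians (50.6 and 52.3) and the 99th percentiles (83299 and 171248) differ between the arrays, so which normalization the authors applied remains unsettled. The deposited values are probe set intensity values on a linear scale, from 5.60 to 820532, although RMA usually gives log2 values. The analysis had been planned for log2 values, so log2 of each deposited value was taken first, and no further normalization was applied. There were 0 columns of other series.

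Probe sets were named from the platform annotation. Of 68842 probe sets, 23446 had 1 gene symbol, 505 had several and 44891 had none listed, and the last are unnamed here rather than without a gene. For 22077 of the probe sets with 1 symbol the Entrez gene ID was found in the RefSeq gene table, which updated 1 symbol. Only probe sets with 1 symbol were used for genes, and for 1182 genes with several probe sets the one with the highest mean over both arrays was taken. This gave 22093 genes, of which 12074 had a signal of at least 100 on at least 1 array and were kept.

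The groups were compared by the log2 difference, DMA-tumor minus Control. With 1 array per group no test was possible. Genes were called by the criteria in the methods of the study, a ratio of at least 2 with a Z-score of at least 2, or a ratio of at most 0.5 with a Z-score of at most -2. The methods do not state over which probes the Z-score is taken; here it was the difference minus the mean of all kept genes, divided by their standard deviation (1.02). In the text, a gene called higher or lower met both criteria unless a fold criterion is named. A fold against a signal under 100 is given as a lower bound, with that signal raised to 100, since such signals were treated as low in the methods. Ranks, calls and list medians use the measured signals unless values raised to 100 are named.

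Before the data were examined, 34 gene lists were fixed (bladder cell types, other cell types and pathways), in addition to 2 lists from the study. Each list's median over kept members was ranked among 10000 random lists of the same size, matched on mean log2 signal in 20 bins, and a list was said to stand apart at or below percentile 2.5 or at or above 97.5. The minimum of 5 members for this ranking was set after the numbers of kept members were known. Intervals of medians were taken from 2000 resamples of the members and describe the spread between genes, not between animals. The genes named were, by a rule set beforehand, the 10 called genes with the largest difference in each direction (predicted, unnamed-type and pseudogene symbols left out), Cpxm1, Opcml, Kcnd3, Tbx20 and Des, and up to 4 kept members of each list with the largest differences, with called members that went against a list's direction. Noise at low signal was taken from olfactory and vomeronasal receptor genes.

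The procedure was tested on simulated data with the mean signals of the 12074 genes of this comparison. Of 100 genes with a planted log2 difference of 1.5, 85 were called, as were 100 of 100 with a difference of 3.0 and 138 of 11874 with none. Of 200 lists of 20 unchanged genes, 9 fell outside the 2.5 and 97.5 percentiles, and a list shifted by 0.5 lay at percentile 100. The simulated differences had a smaller spread than the real ones (standard deviation 1.02). In the real data a call required a log2 difference of at least 1.97 or at most -2.11. A gene measured at 1.5 would not be called there, so these simulated results do not give detection rates for this comparison.

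The alternatives tried were no filter on signal, a signal of at least 100 on both arrays or of at least 32 on 1, centring on array medians, removal of a loess trend (span 0.3) over all probe sets, the mean of a gene's probe sets, low values raised to 100, a ratio of 2 or of 1.5 alone, and Z-scores within signal bins. A loess trend over named genes, quantile normalization, the study lists without muscle, matrix and channel genes, those 3 lists without the 40 study genes, and gene families without listed and leading genes were added after the data had been seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. Methylation, PCR and human data of the study were not analysed here.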

Results

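Gene expression was measured in the urinary bladder of male F344 rats, an inbred strain, that were given 0 or 200 ppm dimethylarsinic acid (DMA), a methylated metabolite of arsenic, in their drinking water from 10 weeks of age for 2 years. The data comprised 2 arrays. The Control array held pooled RNA from 5 control bladders, which the labels describe as epithelium, and the DMA-tumor array held pooled RNA from 6 bladder carcinomas of treated rats. The study did not examine its tumors by histology and took them to be urothelial carcinomas by their size. Signals were given for 68842 probe sets. A signal of at least 100 was recorded for 33.0% of the probe sets in the Control array and for 36.0% in the DMA-tumor array. Each group had 1 array, so no difference below has a replicate error or a p-value, and the number of arrays limits the precision of every value. As a measure of noise at low signal, 1277 olfactory and vomeronasal receptor genes were taken as silent in bladder. They had log2 differences (DMA-tumor minus Control) between -0.81 and 0.52 over their central 95%. Of these genes, 11 (0.861%) differed by 2-fold or more, and 6 had a signal of at least 100 on 1 or both arrays.

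The comparison between the arrays addressed which genes differ in expression between DMA-induced bladder tumors and control bladder. The antioxidant response genes Gsta2, Slc7a11 and Txnrd1, the metalloproteinases Mmp13 and Mmp3, and the alcohol and aldehyde dehydrogenases Adh7 and Aldh1a1 were among the highest ratios in the tumors. The type I collagen genes Col1a1 and Col1a2, the small proteoglycan genes Dcn and Ogn, the dioxin-inducible oxidase Cyp1a1 and the umbrella cell keratin Krt20 were among the lowest. Of 12074 genes with a signal of at least 100 on 1 or both arrays, 305 were higher and 286 were lower in the DMA-tumor array by the criteria of a 2-fold ratio and a Z-score of 2 or beyond. The Z-score was the stricter criterion, since it required a 3.91-fold higher or a 4.31-fold lower signal. By the ratio alone, 1071 genes (8.87%) were higher and 1271 (10.5%) were lower. Among the called genes, 106 of those higher had a Control signal under 100, and 102 of those lower had a tumor signal under 100. For such genes the fold is given below as a lower bound, with the value under 100 raised to 100. With such values raised to 100 throughout, 268 of the 305 genes and 254 of the 286 remained called. Of 25 called genes with several measured probe sets, 0 had probe sets that differed in sign.

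The 10 genes with the highest ratios, ordered here by the measured signals before any bound, were led by the glutathione S-transferase Gsta2, whose signal was 79.8 in the Control array and 195682 in the DMA-tumor array (at least 1957-fold higher). The collagenase Mmp13 had signals of 82.4 and 70819 (at least 708-fold higher). The cystine transporter Slc7a11 was 824-fold higher, at 222 and 183242. Pla2g7, a phospholipase that cleaves platelet-activating factor, was at least 111-fold higher, and Eid3 was at least 144-fold higher. Adh7 was 126-fold higher, Aldh1a1, a retinal dehydrogenase, was 102-fold higher, and Txnrd1, a thioredoxin reductase, was 95.7-fold higher. The cytokine gene Il1a, whose place rests on a Control signal of 35.3, was at least 30.1-fold higher, which as a bound is below the fold of Krt14 (46.6-fold). The stromelysin Mmp3 was 83.9-fold higher. At the other end, in the same order by measured signals, Cyp1a1 had a signal of 37562 in the Control array and 58.4 in the DMA-tumor array (at least 376-fold lower). The proteoglycan decorin (Dcn) was 459-fold lower, at 57824 and 126. Ogn and Dpt, a further proteoglycan and a matrix protein of the dermis, were at least 74.4-fold and at least 46.3-fold lower. The type I collagen chains Col1a2 and Col1a1 were 108-fold and 92.8-fold lower. Sptlc3, a subunit of serine palmitoyltransferase, was 100.2-fold lower, and the vasopressin receptor Avpr1a was at least 44.4-fold lower. The places of Dpt and Avpr1a rest on tumor signals of 41.7 and 59.8; by their bounds both stand below Col3a1 (47.2-fold), a gene looked up after its value was seen. Krt20 was at least 57.6-fold lower, and the carbonyl reductase Cbr2 was 73.8-fold lower.

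Markers of the connective tissue and muscle of the bladder wall were lower in the tumors. Of 26 measured genes of fibroblasts and collagen matrix, 20 were lower and 2 were higher, and the median log2 difference was -4.20. This lay at percentile 0 of the medians of 10000 random gene lists of the same size and mean signal, the reference used for each list below. The genes that were lower included Dcn, Ogn, Dpt and Col1a2, and the 2 higher were fibronectin (Fn1, 29.4-fold) and periostin (Postn, at least 7.11-fold). Of 20 smooth muscle genes, 10 were lower and 1 was higher, with a median of -1.92 (percentile 0). Desmin (Des), the muscle intermediate filament, was at least 32.4-fold lower, calponin (Cnn1) at least 22.3-fold lower, the smooth muscle actin Actg2 28.2-fold lower and the myosin heavy chain Myh11 18.6-fold lower, while the tropomyosin gene Tpm1 was 5.02-fold higher. Without Des, which is among the 40 genes the study chose on these arrays, the median of the smooth muscle list was -1.07 (percentile 0), with 9 of 19 genes lower. Of 7 adipocyte genes, 3 were lower (median -1.49, percentile 0.02), namely Car3 (26.9-fold), the adipokine gene Adipoq (at least 2.67-fold) and the lipase gene Lpl (4.52-fold). Adipoq no longer met the criteria with values raised to 100 (median of the list then -0.93), and the lipase gene Lipe was at least 1.82-fold lower without meeting them. Fabp4, with signals of 16461 and 21852, was the 1 adipocyte gene with a positive log2 difference (0.41). The Control array carried strong signals of connective tissue and muscle, with Col1a1 at 35375, Dcn at 57824 and Des at 3239.

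**Figure D1:**
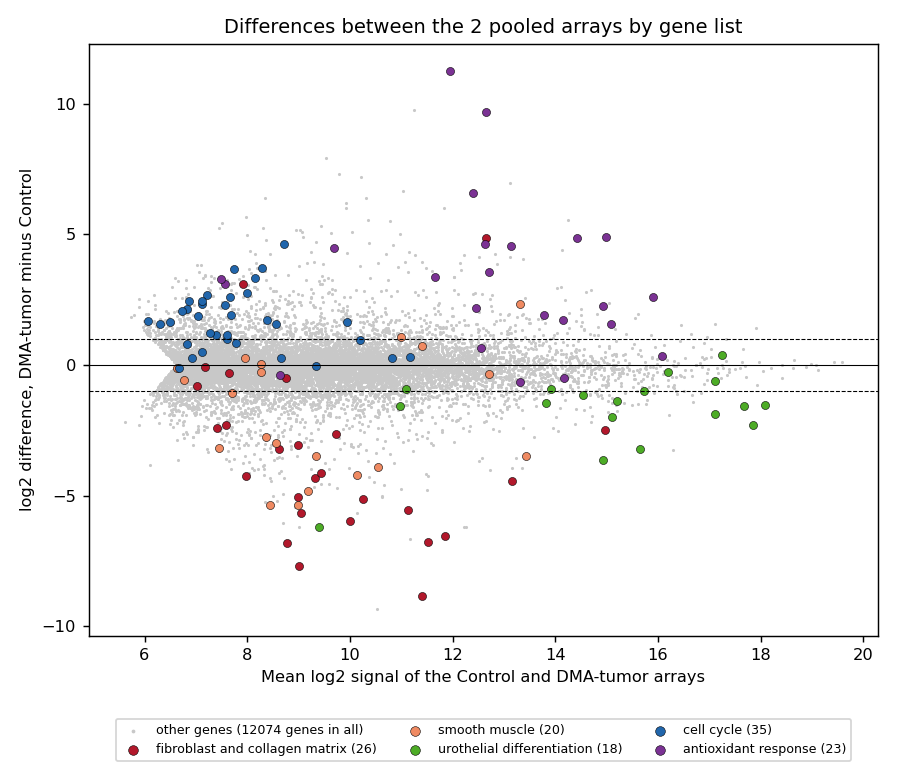
Log2 difference between the DMA-tumor and Control arrays (vertical axis) against the mean log2 signal of both (horizontal axis) for 12074 genes, 1 point per gene, with members of 5 gene lists coloured and dashed lines at a 2-fold difference. Antioxidant and cell cycle genes lie mostly above 0 (medians 3.11 and 1.66), and fibroblast, smooth muscle and urothelial differentiation genes mostly below (medians -4.20, -1.92 and -1.49).

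Urothelial differentiation genes were lower as a list, and basal and squamous keratinocyte genes were higher as a list. Members varied within both, with Krt19 of the first at 0.39 and Tp63 of the second at 0.14. Of 18 urothelial differentiation genes, 4 were lower, 12 were at least 2-fold lower and 0 were higher, with a median of -1.49 (percentile 0). Krt20 was joined by the luminal keratin Krt18 (12.3-fold lower), Snx31, a sorting nexin of umbrella cells (9.35-fold lower), and the uroplakin Upk2 (4.86-fold lower), which still had a signal of 107621 in the DMA-tumor array. Of 14 genes of basal and squamous keratinocytes, 7 were higher and 0 were lower by both criteria, with a median of 1.88 (percentile 100). The basal keratin Krt14 was 46.6-fold higher and reached a signal of 133451. The hyaluronan receptor Cd44 was 16.7-fold higher, the desmosomal cadherin Dsg3 at least 4.63-fold higher and the integrin Itgb4 6.58-fold higher. A further basal keratin, Krt15, had a log2 difference of -1.93. Sprr1a and Sprr1b were at -0.76 and -0.02, while Ivl was 4.80-fold higher. Of the 14 genes, 10 had a positive difference and 4 a negative one. Krt1, Krt10, Krt13, Sprr3, Lgals7, Dsc3 and Tgm1 were under 100 on both arrays. The resampling interval of the median of the basal and squamous list ran from 0.06 to 2.72. With values raised to 100, 6 of its genes were higher and the median was 1.37 (percentile 100). Of 18 genes shared by most epithelia, 1 was higher (the claudin Cldn3, at least 1.28-fold) and 1 was lower (the protease Prss8, 4.78-fold). Their median was -0.44 (percentile 2.79), and Cdh3 and Spint1 had log2 differences of 1.83 and -0.86. The call of Cldn3 rests on a Control signal of 27.8 and was lost with values raised to 100. With no filter on signal the same median lay at percentile 1.99.

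Proliferation genes were higher in the tumors. Of 35 cell cycle genes, 13 were higher, 24 were at least 2-fold higher and 0 were lower, and the median was 1.66 (percentile 100). The proliferation marker Mki67 was at least 20.8-fold higher, the topoisomerase Top2a at least 11.3-fold, the ribonucleotide reductase subunit Rrm2 at least 7.66-fold and the cyclin Ccna2 at least 9.10-fold. With values raised to 100, 9 of the 35 were higher and the median was 1.22 (percentile 100). Of 10 genes for EGF receptors and their ligands, 4 were higher and 0 were lower (median 1.74, percentile 100). These 4 were the ligand genes epiregulin (Ereg, at least 5.16-fold), amphiregulin (Areg, 10.9-fold), neuregulin (Nrg1, 9.51-fold) and epigen (Epgn, at least 1.44-fold). With values raised to 100 the call of Epgn was lost, and the median was 0.89 (percentile 99.99). Among 18 genes of FGF and MET signalling and cell cycle oncogenes, 3 were higher and 0 were lower (median 0.14, percentile 91.5). The 3 were Ccnd1 (7.32-fold), Cdk6 (6.36-fold) and Fgfbp1 (at least 2.64-fold, a call lost with values raised to 100), and the receptor gene Fgfr1 had a log2 difference of -1.53. Of 15 tumor suppressor genes altered in bladder cancer, 1 was lower, the cyclin-dependent kinase inhibitor Cdkn1c (22.4-fold). The median of this list was 0.04 and its mean -0.14 (percentile of the median 74.1), with Fat1 at 1.97 (called only with values raised to 100), Fhit at least 2.90-fold higher but not by both criteria, and Cdkn1b at -1.32.

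Antioxidant response genes, many of them targets of the transcription factor NRF2, formed the list with the highest median. Of 23 measured genes, 15 were higher and 0 were lower, and the median was 3.11 (percentile 100). Gsta2, Slc7a11 and Txnrd1 were the highest of them, followed by the aldo-keto reductase Akr1b8, which was 30.2-fold higher with a signal of 178085 in the DMA-tumor array. Of 7 genes that handle arsenic, 2 were higher, the glucose transporter Slc2a1 (21.3-fold), which also belongs to the hypoxia list, and the glutathione transferase Gsto2 (9.28-fold). The transporter gene Abcc1 had a log2 difference of 1.68, and the arsenic methyltransferase gene As3mt one of 0.72. The median was 0.72 (percentile 99.3), but with no filter on signal it was -0.037, over 12 genes. Of 14 genes of xenobiotic metabolism, 3 were higher (Adh7, Aldh1a1 and Aldh3a1, the last 32.1-fold) and 4 were lower (Cyp1a1, Cyp1b1, Fmo5 and Ahrr). Their median of 0.53 (percentile 99.7) became -0.095 once a loess trend on signal was removed. Of 12 methionine cycle genes, which supply and recycle the methyl donor S-adenosylmethionine, 0 met both criteria (median 0.27, percentile 96.2). Cth, Mat2a, Shmt2 and Amd1 had log2 differences of 1.29, 1.23, 0.72 and 0.55. With the loess trend removed, the median of the methionine cycle list was 0.22 and lay at percentile 97.9. Of 15 genes of the DNA methylation machinery, 0 met both criteria (median 0.17, percentile 90.1). The helicase gene Hells had a log2 difference of 1.61, and Tdg one of 0.97. The signals of Tet1 were 158 and 67.9 and those of Uhrf1 61.3 and 109. Of 13 metal and heat-shock response genes, 0 met both criteria (median -0.30, percentile 17.9), and Hspb1, Hspa1a, Slc30a1 and the metallothionein gene Mt1 had log2 differences of -1.46, -1.37, -1.10 and -0.99.

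Genes of glycolysis and hypoxia were higher as a list, with 7 of 22 higher, 16 at least 2-fold higher and 0 lower (median 1.59, percentile 100). Besides Slc2a1, these included adrenomedullin (Adm, at least 15.1-fold), the angiogenic factor Vegfa (10.2-fold) and Ndrg1 (7.32-fold). Of 24 oxidative phosphorylation genes, 0 differed by 2-fold (median -0.23, percentile 13.5), and the largest differences were in Ndufv1 (-0.97), Ndufa1 (-0.88), Ndufa9 (-0.82) and Cox4i1 (-0.70). Among 16 reference genes the median was 0.02 (percentile 78.9), and 1 was higher, the glycolytic gene Pgk1 (6.56-fold). Hprt1 and Rplp2 had log2 differences of 1.25 and -1.15. Gapdh, at 0.84, took the opposite sign (-0.075) once the loess trend was removed.

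Extracellular proteases and immune genes moved in both directions. Of 18 protease genes, 7 were higher and 1 was lower (median 0.75, percentile 99.99). Mmp13, Mmp3 and the sheddase Adam8 (39.6-fold) were among those higher, and the 1 lower was the gelatinase Mmp2 (at least 31.8-fold). With values raised to 100 the median was 0.37 (percentile 99.7). The matrix metalloproteinases alone, a family formed after the data were seen, went both ways, with 3 of 12 higher, 1 lower and a median of -0.31 (percentile 15.2), which was -0.97 (percentile 0.62) over 11 genes after quantile normalization. Of 10 inflammatory cytokine and chemokine genes, 2 were higher, Il1a and the chemokine Cxcl6 (at least 10.7-fold), and 1 was lower, Il33 (at least 4.80-fold). The median of this list was 0.03 (percentile 67.4), the signals of Cxcl1 were 34.1 and 131, and with no filter on signal the median was 0.14 and lay at percentile 99.1. Of 13 macrophage genes, 1 was lower, Laptm5 (4.55-fold), and 6 were at least 2-fold lower (median -0.98, percentile 0.03). With values raised to 100 the median was -0.56 (percentile 0.55). Mrc1, Csf1r and Ctss had log2 differences of -1.62, -1.60 and -1.48. Cd14 and Cd68 of the macrophage list were at 1.03 and 0.24, and the other 11 measured genes had negative differences. Of 18 interferon response genes, 0 met both criteria while 9 were at least 2-fold lower (median -0.94, percentile 0). Ifi27, Psmb9, Gbp2 and Ifit2 had log2 differences of -1.94, -1.41, -1.27 and -1.27. Of 5 mast cell genes, 3 were higher (median 1.99, percentile 99.99), the carboxypeptidase Cpa3 (at least 5.20-fold) and the proteases Tpsb2 (at least 3.93-fold) and Mcpt1 (3.98-fold), and the signals of Kit were 88.1 and 183. Gata2 of this list had a log2 difference of -0.78, and the resampling interval of the median ran from -0.78 to 2.62. Of 12 endothelial genes, 1 was lower, Plvap (at least 4.70-fold), with a median of -0.02 (percentile 64.2), and Kdr and Flt1 were at 1.26 and 1.22. The signals of Vwf were 69.6 and 217. The 5 mesothelial genes had a median of -0.77 (percentile 4.41), with Upk3b at -1.59 and Msln at 1.19, and this median was -0.097 (percentile 41.6) with values raised to 100. The signals of Lrrn4 were 146 and 39.1 and those of Gpm6a 107 and 62.6. The 5 erythrocyte genes had a median of -0.17 (percentile 37.0), with signals of 83.4 and 156 for Slc25a37, Hbb-b1 at -0.80, Hbb at -0.77 and Hba-a1 at -0.17. Lists with fewer than 5 measured genes were not ranked. In these, Cd4 (12.0-fold) and Cd3g (5.56-fold) were lower among 3 T and NK cell genes, where the signals of Cd2 were 155 and 83.8. The other T and NK cell genes with a probe set, among them Cd3d and Cd3e, were under 100 on both arrays. Among 4 nerve genes Stmn2 was lower (at least 16.5-fold) and Snap25 higher (at least 4.77-fold), with Tubb3 at 0.94 and Uchl1 at -0.38, and a median of 0.28 against a mean of -0.11. The 4 skeletal muscle genes were within 2-fold, with Tnni2 at 0.55, Tnnc2 at -0.43, Acta1 at 0.0070 and Ckm signals of 95.2 and 101. The signals of the neutrophil gene Ncf1 were 120 and 83.8, and Xbp1 of the plasma cell list was at -0.67. No prostate or seminal vesicle gene was measured at a signal of 100 (0 genes).

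**Figure D2:**
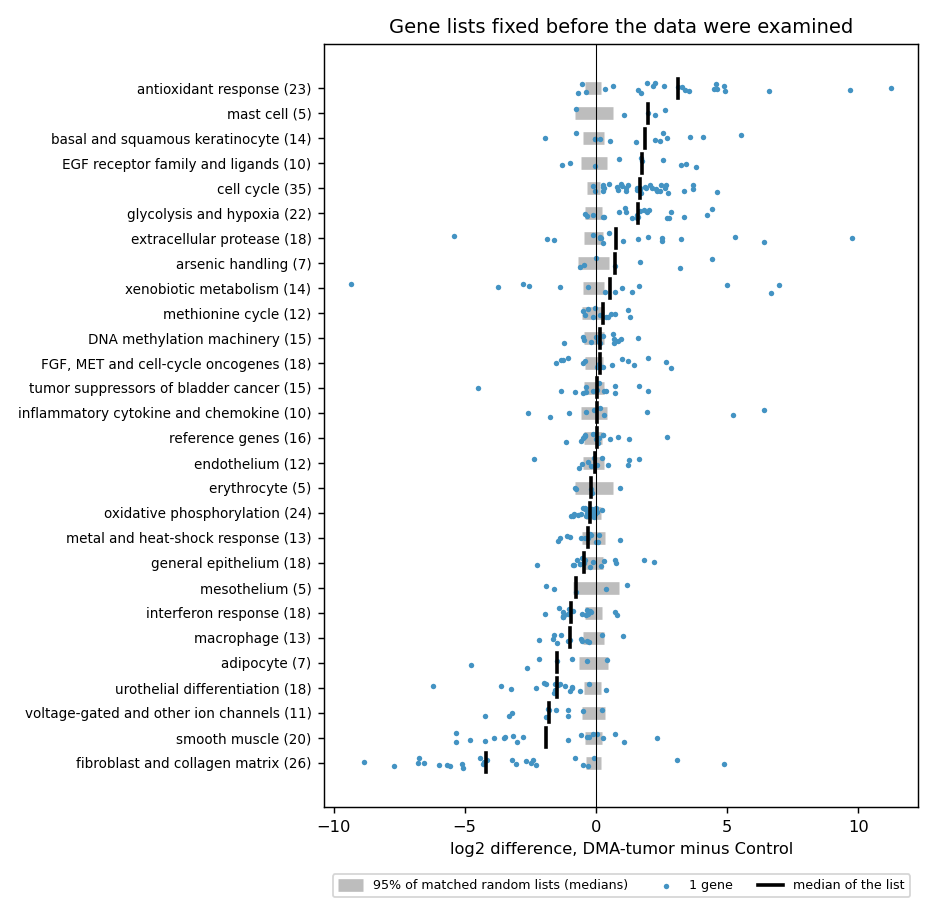
Log2 difference between the DMA-tumor and Control arrays (horizontal axis) for each gene of the lists with at least 5 measured members, 1 blue point per gene, with the number of genes in parentheses. Black bars are list medians and grey bars span 95% of the medians of 10000 matched random lists; the medians run from -4.20 (fibroblast and collagen matrix) to 3.11 (antioxidant response).

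A further question was whether genes with promoter hypermethylation in the tumors were lower in expression. Methylation itself was not analysed here. The gene list of the study that joins hypermethylation with downregulation has 40 entries, of which 38 had a probe set with 1 gene symbol. This list was chosen on these same arrays and is no independent evidence of direction. All 38 genes had a lower signal in the DMA-tumor array, by 1.52-fold to 40.9-fold before any bound was applied. A difference of at least 2-fold was present in 21 of them and a smaller one in 17. Both signals were under 100 for 9 genes, and the tumor signal was under 100 for 27. Both criteria, ratio and Z-score, were met by 6 genes, namely Des, Cpxm1, Opcml, Kcnd3, Tbx20 and Scara3, the last of which was named after its value was seen. The carboxypeptidase-like gene Cpxm1 had signals of 673 and 55.1 (12.2-fold, at least 6.73-fold lower). The cell adhesion gene Opcml had signals of 480.0 and 47.8 (10.0-fold, at least 4.80-fold lower). The potassium channel gene Kcnd3 had signals of 638 and 70.3 (9.07-fold, at least 6.38-fold lower), and the T-box transcription factor gene Tbx20 had signals of 321 and 63.5 (5.06-fold, at least 3.21-fold lower, a call lost with values raised to 100). The smooth muscle gene Des had signals of 3239 and 79.3 (40.9-fold, at least 32.4-fold lower). For the 29 genes with a signal of at least 100, the median log2 difference was -1.54 (percentile 0), and -0.98 (percentile 0) with values raised to 100. Smooth muscle and fibroblast markers were lower in the same array, with medians of -1.92 and -4.20.

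**Figure D3:**
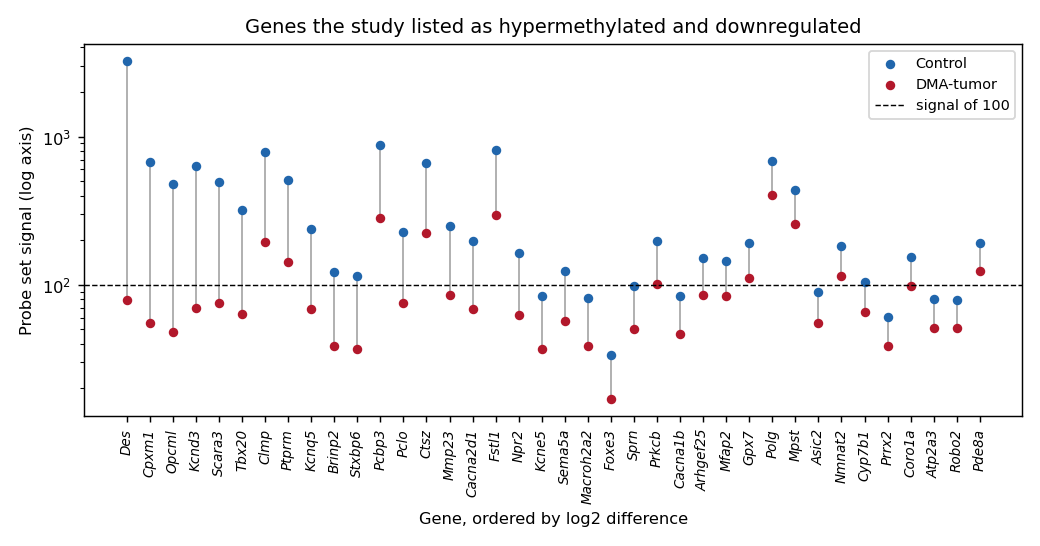
Probe set signal (vertical log axis) in the Control (blue) and DMA-tumor (red) arrays for 38 genes of the study's hypermethylated and downregulated list, joined by a line per gene and ordered by log2 difference. The dashed line marks a signal of 100; the DMA-tumor signal of 27 genes lies under it.

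Of the 246 genes on the study's list of hypermethylated promoters, 224 had a probe set and 54 had a signal of at least 100. Their median log2 difference was -0.66 (percentile 0), and 6 were lower and 0 higher by both criteria. As many genes lower by both criteria were found in 16 of the 10000 random lists. At 2-fold, 19 were lower and 1 was higher. With a signal of at least 100 required on both arrays, the median of this list was -0.087 (percentile 45.1), over 31 genes, and it no longer stood apart. This setting removes genes that dropped under 100 in the tumors, so the loss follows from the setting. The 25 genes outside the list of 40 had a median of 0.08 (percentile 86.6), and none of them was 1.5-fold lower (0 genes). Without the members of the smooth muscle, matrix and ion channel lists, the median was -1.46 for 25 of the 40 genes and -0.61 for 49 of the hypermethylated genes (both at percentile 0). The 40 were chosen as lower on these arrays, so the low median of the 25 follows from that choice and does not test tissue composition. The 49 include these 25. The first of these medians was -0.78 (percentile 0) with values raised to 100, and the second was -0.18 (percentile 18.4), over 30 genes, with a signal of at least 100 required on both arrays. Of 11 measured ion channel genes, 3 were lower (Kcnma1, at least 13.9-fold, P2rx1, at least 6.21-fold, and Kcnd3), Itpr1 was at -1.90, and the median was -1.80 (percentile 0). Of these genes, 3 belong to the 40 chosen on these arrays, and the 8 others had a median of -1.44 (percentile 0). Kcnma1 and P2rx1 are channels of smooth muscle, whose markers had a median of -1.92.

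The median log2 difference of all 12074 genes was -0.08, and it was -0.35 after quantile normalization. Single genes moved by more with the scaling, as Gapdh did. Probe sets of closely related genes, such as those of the glutathione S-transferases, globins and keratins, were not checked for shared probes.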

Values the study reported

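The study reported 246 genes with hypermethylated promoters in the tumors and 1225 genes with lower expression in them, with 40 genes in both sets. By quantitative PCR, the decrease in the tumors was given as 47.6-fold for Cpxm1, 75.4-fold for Opcml, 46.3-fold for Kcnd3 and 5.3-fold for Tbx20.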

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

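The tests on an intensity trend and on repeated rows were chosen after the results had been seen. Probe sets without a listed gene symbol are outside the gene comparison, and the bright ones among them carried a higher signal in the DMA-tumor array. Of 2256 unnamed probe sets with a mean log2 signal over 14, 1320 were at least 2-fold higher, and the median log2 difference was 1.13. Among all 13326 unnamed probe sets with a signal of at least 100 on 1 array, the median was 0.70, with 5266 at least 2-fold higher and 528 at least 2-fold lower.

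An intensity trend that lifts everything bright is argued against by the 446 equally bright probe sets with 1 gene symbol, whose median was -0.16. Repeated listing of a few sequences is argued against as the whole cause, since the median was 1.07 when rows with identical values were counted once (1778 rows). A higher yield of small non-coding RNA remains open, because only 3 named small RNA probe sets were as bright, with a median of -0.36 and values from -0.38 to 0.72. What these probe sets detect is not known here, and tumor state and DMA exposure cannot be separated in this design, so a biological origin was not tested.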

How the results depend on the processing

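Quantile normalization, the loess trend over named genes, the study lists without muscle, matrix and channel genes, the muscle, matrix and channel lists without the 40 study genes, and gene families without listed and leading genes were added after the data had been seen. No paired analysis was possible because each group has 1 array of pooled RNA, and for the same reason no replicate could be left out. Across the alternatives, 305 list medians stayed on the same side of the percentile limits, 7 newly passed them, 2 no longer passed them and 4 that had passed changed sign. Medians near 0 inside the limits, such as those of reference genes and tumor suppressors, took either sign with the scaling. Of the values of named genes, 1060 moved by less than the spread of the silent receptor genes (0.34), 83 moved by more and 0 called genes changed sign. Of the counts, 33 stayed within 1.5 times and 15 did not. Genes higher numbered 569 with no filter on signal, 481 at a signal of at least 32, 1071 at a ratio of 2 alone and 2017 at a ratio of 1.5 alone. Genes lower numbered 497, 1271 and 2597 with no filter, a ratio of 2 alone and a ratio of 1.5 alone. For the 40 study genes, and equally for the hypermethylated list, the number lower was 11 with no filter, 1 with a signal of at least 100 on both arrays, 19 at a ratio of 2 and 29 at a ratio of 1.5. The fall to 1 follows from the setting, which removes genes that dropped under 100 in the tumors, and so does the median of -0.087 for the hypermethylated list (-0.18 without muscle, matrix and channel genes). The general epithelium median of -0.44 passed the percentile limit with no filter, at a signal of at least 32, with the mean of probe sets and with low values raised to 100. With values under 100 raised to 100, 268 of the genes higher and 254 of the genes lower remained called, and the medians of the 40 study genes and of the EGF, protease and macrophage lists were -0.98, 0.89, 0.37 and -0.56, all still past the percentile limits. The arsenic handling median changed sign to -0.037 with no filter and -0.051 at a signal of at least 32, settings that add genes under 100 on both arrays. The inflammatory median was 0.14 and passed the limit under both of these filters, and the methionine cycle median was 0.22 and passed it with the loess trend removed. The xenobiotic metabolism median changed sign to -0.095 with the loess trend removed and to -0.080 after quantile normalization; the cause was not tested. The median of all kept genes was -0.13 after centring, -0.20 with the loess trend over all probe sets removed, 0.01 with that over named genes removed and -0.35 after quantile normalization. Signal over background limits genes under 100, where silent receptor genes had median signals of 29.4 and 27.1.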

Other observations

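The tests on fibroblast tissue, on the whole hypermethylated list and on the epithelial share were chosen after the results had been seen. Gene families were formed by symbol after the leading genes had been seen, so their percentiles describe families chosen around such genes. Medians over whole families printed in this paragraph kept their sign under each of the 4 scaling alternatives. Of 21 measured glutathione S-transferase genes, 7 were higher and 0 lower, but 5 of the 7 belong to the lists reported above; the 13 genes outside the lists and the leading genes had a median log2 difference of 0.53 (percentile 99.5). Of 12 aldo-keto reductases 3 were higher, 2 of them from those lists, and 1 was lower, with a median of 0.87 (percentile 99.92) for the 10 outside. The 4 small leucine-rich proteoglycans that were lower all belong to the fibroblast list, while asporin (Aspn) of this family, which does not, was at least 4.94-fold higher. Complement genes were lower in 5 of 11 cases (median -1.34, percentile 0.01), among them C1s (at least 33.9-fold) and C4b (at least 16.4-fold), beside a median of -4.20 for fibroblast and collagen matrix genes. The central component C3 was 34.1-fold higher. The 5 class II MHC genes had a median of -1.09 (percentile 0.67), beside a median of -0.98 for macrophage genes. The 149 cytosolic ribosomal protein genes, many of them annotated as further copies, had a median of -0.44 (percentile 0) with 1 lower by both criteria. Of 9 genes with a Bmp symbol, among them the protease gene Bmp1 and the kinase gene Bmp2k, 2 were lower, Bmp5 (at least 23.3-fold) and Bmp2 (5.65-fold), and 1 was higher, Bmp8b (at least 14.3-fold).

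Genes of the aryl hydrocarbon receptor pathway, looked up after Cyp1a1 had been seen, went separate ways. Cyp1a1, Cyp1b1 (13.3-fold) and the receptor's repressor Ahrr (at least 5.03-fold) were lower, and Tiparp had a log2 difference of -1.47. The receptor gene Ahr had a log2 difference of 1.65, and Nqo1 (23.6-fold) and Aldh3a1 (32.1-fold), which are also targets of NRF2, were higher. No explanation was tested for this split.

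The lower signal of the 40 study genes was weighed against tissue composition, scaling and methylation. A difference in scaling is argued against, since their median was -1.65 with the loess trend removed. Loss of smooth muscle from the tumor pool remains open. Of 29 genes, 7 fell by more than the smooth muscle median, where at most 2 would be allowed. At the lower end of the resampling interval of that median the number was 2, and without Des the median itself was -1.07. The test cannot decide, because 5 of the 20 smooth muscle genes did not fall and weaken the median as a bound. Actg2 and Myh11 of that list had log2 differences of -4.82 and -4.21. Loss of fibroblast tissue remains open too, as 1 of 29 genes fell by more than the fibroblast median. The whole hypermethylated list, with a median of -0.66, likewise leaves an effect of methylation open. With a signal of at least 100 required on both arrays this list no longer stood apart (-0.087, percentile 45.1). That setting removes genes that dropped under 100 in the tumors, so its result counts neither for nor against such an effect. The test set beforehand on hypermethylated genes outside the 40 (percentile 86.6) decides nothing, because every gene 1.5-fold lower had already been placed in the 40, and the pools do not allow stroma loss and methylation to be separated.

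For the antioxidant genes, scaling is argued against by a median of 3.01 with the loess trend removed. A larger epithelial share is argued against by a median of -0.44 for general epithelial genes, where the test asked for at least 1. That bound was set after the results had been seen, and the test does not address a shift between kinds of epithelial cells. Whether the difference in antioxidant genes belongs to the tumor state, to continued DMA exposure or to the make-up of the pools was not tested.

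At the thresholds stated in the methods, 286 genes were lower here, with the Z-score taken over kept genes. That is lower than the count quoted from the study above. The study words its count as covering each tumor, but its listed array folds match those of the pooled arrays here. A difference in samples is therefore no evident reason for the gap. By the ratio alone 1271 genes were lower. Of the 38 study genes with a probe set, 17 were less than 2-fold lower, with a smallest fold of 1.52. The study's own list likewise prints decreases smaller than 2-fold, so the stated ratio did not select that list. Which criteria gave the study's count is unsettled. The array folds for Cpxm1, Opcml, Kcnd3 and Tbx20 were 12.2, 10.0, 9.07 and 5.06, all with tumor signals under 100, where only the bounds of at least 6.73, 4.80, 6.38 and 3.21 hold. These array folds equal, to rounding, the array folds that the study's own gene list prints for these genes. They come from pooled RNA and are not the same measure as the PCR values quoted above.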
